A study of Mus musculus with 12 samples. Its data were reported in "The activity-dependent histone variant H2BE modulates the life span of olfactory neurons" (2012).

How the data were processed

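RNA from whole main olfactory epithelium of H2be-KO and WT mice, pooled from a pair of animals per sample, was measured on the Mouse Gene 1.0 ST platform of Affymetrix. Per the study's methods, the authors screened the scanner files for outliers, summarised probes with the IterPLIER algorithm and normalised the arrays by the sketch-quantile method in Affymetrix Expression Console. Versions of these tools were not given in the sources used here. The deposited values are log2 signals, 1 per probe set and array, for 35556 probe sets in 12 arrays. They were normalised across arrays, so a change affecting most transcripts alike would have been removed before deposition, and log2 differences are relative to the bulk of the signal. Signals near or under log2 5 lie near background. Arrays hold no count of molecules, and their number limits the precision.

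Groups came from the sample titles, with 6 arrays of each genotype at age 6 months, all of which were used. The labels number the arrays 1 to 6 in each genotype but do not say whether a number marks a shared litter or day. No batch, slide or date was given in the sources used here. No pair of arrays held equal values in over 0.01% of probe sets, so none was treated as a repeat.

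Probe sets were named from the platform annotation, with symbols as given there, and older names in the gene lists were matched through RefSeq synonyms. Of the 28944 experimental probe sets, 21789 had 1 gene symbol, 1621 had several and 5534 had none. The 6612 control probe sets, recognised by their place in the platform's numbering, were left out. Genes named in the text come from probe sets with 1 symbol. The order of neighbouring genes was taken from RefSeq on assembly GRCm38.p6, and no coordinates are given because the build of the array annotation was not given in the sources used here. H2be is annotated as H2bc21.

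Computations used R 4.3.3 with limma 3.58.1. Probe sets with a mean log2 signal above 5 over all arrays were kept (28151). The study's methods give the same level for the correction without saying how it was taken over the arrays, and the number of probe sets here differs from the study's. A linear model with genotype as its only term was fitted with lmFit and moderated with eBayes, and p-values were adjusted by the Benjamini-Hochberg method. Named genes carry the two-sided exact permutation p of the difference in means over all ways of choosing 6 of the 12 arrays, and standard errors are limma's. Gene lists with at least 5 probe sets were tested with camera at its preset correlation of 0.01, with camera at an estimated correlation, and by an exact permutation test of the list score, which is the array's mean over the list less its mean over all tested probe sets. A probe set entered a list only if all its symbols matched.

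Before the data were examined, the following were fixed: the model, the filter, the alternatives, 36 gene lists and the rule for naming genes. The rule took H2be, the 10 probe sets higher and the 10 lower in H2be-KO with the smallest p that carried 1 gene symbol other than a provisional or pseudogene name, Olfr867, Olfr1463, Omp and Cnga2, and up to 4 members with the smallest p of each list described. Where a gene had several probe sets, the brightest is given and any disagreement stated. The study's supplementary tables had been read before the lists were written. Lists of olfactory receptors, RNA processing and developmental factors follow categories that the study named, and those of H2B and other histones, small nucleolar RNAs, tooth and Y-linked genes were written after values of members had been seen there. The planned patterns for class I and class II receptors matched no probe set, because the annotation uses another naming scheme, and the list of Y-linked genes held under 5, so 33 lists were tested. Two-sided tests were used throughout.

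The model was tested on simulated data with the real means and residual spreads of 28151 probe sets. With 200 changed probe sets in each of 10 simulations of the H2be-KO against WT comparison, log2 shifts of 0.25, 0.5 and 1 were recovered at an adjusted p under 0.05 in 0.896%, 45.4% and 93.5% of cases, and at an unadjusted p under 0.05 in 57.8%, 92.4% and 98.9%. Of unchanged probe sets, 4.98% passed the unadjusted threshold. A list of 100 probe sets shifted by 0.1 was called in 10 of 10 simulations and an unshifted list in 0, with independent errors that real arrays need not have.

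Alternatives covered the filter, a floor on low values, quantile normalization, median centring, the replicate number as a block, the mean of Y-linked genes or the first residual component as covariates, array weights, trend and robust moderation, averaging by gene symbol, exact tests per probe set, other forms of the receptor, list, decile and flanking tests, and each array left out. Animals of both sexes were used, and the labels give no sex per array. The X-inactivation transcript Xist, named after its values were seen, read 11.39 to 11.67 in replicates 1 to 3 and 0 to 3.89 in replicates 4 to 6 of both genotypes, and the mean of Y-linked genes 1.61 to 2.28 and 9.35 to 9.71. This signal followed the replicate number, was balanced between the genotypes, and bears on the block and on other splits of the arrays. The Y-linked mean entered the model as a number. Leaving out both arrays with high Amelx, and receptor classes taken from MOR family names, were added after seeing the data. A comparison of mature neuron scores with other cell types was first set up as a test of an explanation and, after its result was seen, is given as a plain comparison. P-values refer to the spread between pooled samples.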

Results

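The data are whole-transcript array measurements of the main olfactory epithelium, the nasal sheet that holds the odour-sensing neurons, in mice aged 6 months. H2be-KO mice lack the coding sequence of H2be, a replication-independent histone H2B gene of olfactory neurons, and WT mice carry the intact gene. There were 6 arrays for each genotype, each hybridised with RNA pooled from a pair of mice, and the signals were given on a log2 scale. The median signal per array was 7.84 to 7.90 over the experimental probe sets before the filter. Over the 28151 probe sets tested, arrays correlated with each other at 0.951 to 0.985. Array signal carries no count of molecules, so the number of arrays sets the precision, and the median standard error of a log2 difference between the genotypes was 0.112.

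The first comparison asked whether the H2be signal followed the labels. The H2be probe set, annotated under its current symbol H2bc21, read 11.65 ± 0.12 in H2be-KO and 11.89 ± 0.17 in WT (mean ± SD, n = 6 each, exact permutation p = 0.0195). It therefore fell by 0.24 on the log2 scale, with a standard error of 0.09, and 3 of the 6 H2be-KO arrays lay below every WT array. Only the coding sequence had been replaced in these mice, and the position of the probes within the transcript was not analysed here, so probes outside that sequence say nothing about the genotype. The limma p of this difference rose above 0.05 without H2be-KO replicate 4 (0.0506), H2be-KO replicate 6 (0.0529) or WT replicate 3 (0.0616), and it was 0.097 without the pair of H2be-KO arrays, replicates 1 and 6, in which the enamel gene Amelx was high.

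The second comparison asked which transcripts differed after loss of H2be. The 10 named genes with the smallest p among those higher in H2be-KO were led by Cntnap5b, a contactin-associated cell surface protein, at 7.28 ± 0.26 against 6.74 ± 0.13 (1.45-fold, n = 6 each, exact permutation p = 0.0022, the smallest that the choices of 6 of 12 arrays allow). Lipt2, a lipoyl transferase of mitochondria, was 1.30-fold higher (exact permutation p = 0.0022), and both genes were above every WT array in 6 of 6 H2be-KO arrays. Fcrls, an Fc receptor-like gene, was 1.40-fold higher (exact permutation p = 0.0087), the organic anion transporter Slco4c1 was 1.40-fold higher (exact permutation p = 0.0043), and the drug efflux pump Abcb1b was 1.35-fold higher (exact permutation p = 0.0065). Sat2 was 1.26-fold (exact permutation p = 0.0043), the zinc finger gene Zfp873 1.39-fold (exact permutation p = 0.0065) and the olfactory receptor Olfr1449 1.33-fold higher (exact permutation p = 0.0108). The remaining pair were the histone gene H2bc4, described with its family, and the sodium channel gene Scn2a. The brightest Scn2a probe set read 10.18 ± 0.14 in H2be-KO, 0.11 above WT (n = 6 each, exact permutation p = 0.145). It disagreed with the Scn2a probe set of smallest p, which was 1.32-fold higher (exact permutation p = 0.0043), and with all Scn2a probe sets averaged the limma call ended, at 0.16 higher.

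Among the genes lower in H2be-KO, the cell adhesion gene Nectin1 had the smallest p. It fell by 0.46 on the log2 scale, from 7.21 ± 0.12 in WT to 6.74 ± 0.10 in H2be-KO (n = 6 each, exact permutation p = 0.0022), and its limma adjusted p of 0.572, shared with the histone pseudogene H2bu1-ps, was the smallest of all probe sets. Dlx2, a homeobox transcription factor of developing forebrain and olfactory tissue, fell by 0.54 (exact permutation p = 0.0022), and Vgll3, a cofactor of TEAD transcription factors, fell by 0.33 (exact permutation p = 0.0022). For Nectin1, Dlx2 and Vgll3, 6 of 6 H2be-KO arrays lay below every WT array. Pate4 fell by 0.91 at a signal near background, from 5.51 ± 0.49 to 4.60 ± 0.43 (n = 6 each, exact permutation p = 0.0108), and by 0.51 with values under log2 5 raised to 5, so the size of its difference depended on background. Prr33 fell by 0.44 (exact permutation p = 0.0065), the steroid 21-hydroxylase gene Cyp21a1 by 0.39 (exact permutation p = 0.0043) and the olfactory receptor Olfr357 by 0.55 (exact permutation p = 0.0108). The brighter probe set of the kinase gene Mark2 read 9.09 ± 0.15 in H2be-KO and 9.22 ± 0.22 in WT (n = 6 each, exact permutation p = 0.253), while the Mark2 probe set of smallest p fell by 0.29 (exact permutation p = 0.0022). The histone genes H2bc22 and H2bc3 completed the 10.

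In all, 1065 probe sets were higher and 498 lower in H2be-KO at an unadjusted limma p under 0.05, which is 5.55% of those tested, where 1408 would pass by chance alone. None passed at an adjusted p under 0.05 in limma. An exact permutation test per probe set called 1121 higher and 572 lower. The direction of the calls depended on the scaling, since quantile normalization of the deposited values gave 751 higher and 964 lower. Other planned fits moved the counts too. With array weights 2694 were higher and 1405 lower, and with the first residual component as a covariate 2042 and 1214. With the replicate number as a block 2039 were higher and 951 lower, and with probe sets averaged by gene symbol 624 and 381. Single arrays also moved the counts. The number higher was 589 without H2be-KO replicate 3, 513 without H2be-KO replicate 5, 2235 without H2be-KO replicate 4 and 2265 without WT replicate 6, and the number lower was 323 without H2be-KO replicate 5, 313 without WT replicate 4 and 1552 without WT replicate 6.

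Genes for other H2B histones moved in both directions. Of 12 H2B probe sets besides that of H2be, 4 fell and 3 rose with an exact permutation p under 0.05, and 5 did neither. H2bc22 fell by 0.47 on the log2 scale, from 7.43 ± 0.19 to 6.95 ± 0.12 (n = 6 each, exact permutation p = 0.0022), the pseudogene H2bu1-ps fell by 0.42 (exact permutation p = 0.0022) and H2bc3 fell by 0.37 (exact permutation p = 0.0043). H2bc18, which lies 3 genes from H2be, fell by 0.52 with a wider spread, from 7.73 ± 0.46 to 7.21 ± 0.23 (n = 6 each, exact permutation p = 0.0303). H2bc4 rose 1.24-fold, from 10.46 ± 0.13 to 10.78 ± 0.10 (n = 6 each, exact permutation p = 0.0022), H2bc8 rose by 0.25 (exact permutation p = 0.0216) and H2bc1 by 0.24 (exact permutation p = 0.0476). H2bc18, H2bc8 and H2bc1 were named after their values were seen. The directions of these 7 were the same after quantile normalization and after median centring, but H2bu2, at -0.22 as deposited, also passed the limma threshold in both of these, at -0.25 and -0.23. H2B coding sequences are closely related, so signals may be shared between probe sets of the family, and these members are uncertain as single genes. Outside the list, 7 probe sets of 10 or more symbols that include H2B genes changed by 0.054 to 0.187, and 0 of them were called higher. Adjusted over the list alone, 4 were lower and 1 was higher at an adjusted p under 0.05 in limma, against 0 over all probe sets. The list was set after values of its members had been seen in the study's supplement, so the first count is not independent evidence. The list was shifted downwards by camera (adjusted p = 0.0094, and adjusted p = 0.883 with an estimated correlation), and the list score per array was 0.19 ± 0.10 in H2be-KO and 0.33 ± 0.08 in WT (n = 6 each, exact permutation p = 0.0238, adjusted p = 0.786 over the 33 lists). The camera call ended without H2be-KO replicate 4 (adjusted p = 0.0698), with array weights (0.0583) and on ranks (0.192). Of 48 probe sets for H2A, H3, H4 and H1 histones, 2 were higher and 0 lower, led by H2aw, which went from 10.02 ± 0.06 to 10.26 ± 0.12 (n = 6 each, exact permutation p = 0.0022). That list was not shifted (camera adjusted p = 0.0985, and adjusted p = 0.883 with an estimated correlation).

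**Figure D1:**
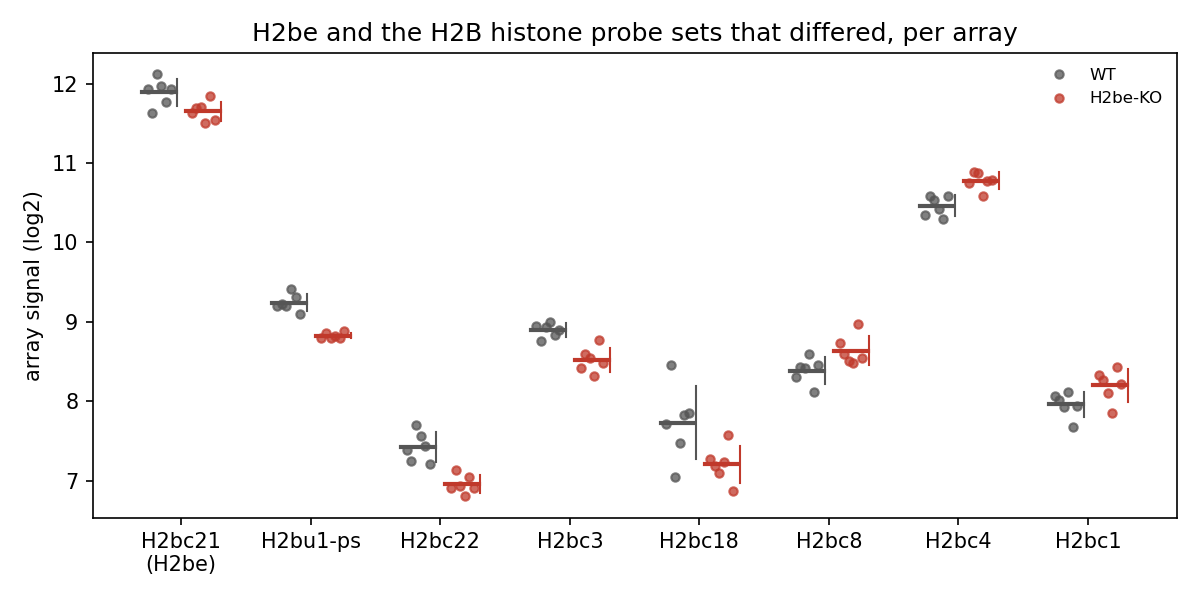
Signal (log2) of the H2be probe set and of the 7 other H2B probe sets that differed between genotypes, 1 point per array, for WT (grey) and H2be-KO (red), with the mean as a thick bar and 1 SD as a thin bar. H2bu1-ps, H2bc22, H2bc3 and H2bc18 were lower and H2bc8, H2bc4 and H2bc1 higher in H2be-KO, while the H2be probe set itself fell by 0.24.

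Olfactory receptors, the odorant receptor family of which each neuron expresses a single member, were the category that the study examined most closely. Of 1101 receptor probe sets, 50 were higher, 8 lower and 1043 neither at an unadjusted limma p under 0.05. The receptors with the smallest p were Olfr1449, at 6.99 ± 0.11 in H2be-KO against 6.57 ± 0.24 in WT, Olfr357, Olfr1419, which fell by 0.53 (exact permutation p = 0.0043), and Olfr974, which was 0.42 higher (exact permutation p = 0.0043). Olfr867, whose expression the study also followed by in situ hybridisation, was 1.32-fold higher, at 7.90 ± 0.27 against 7.50 ± 0.16 (n = 6 each, exact permutation p = 0.0152). Olfr1463 read 8.80 ± 0.14 in H2be-KO and 8.91 ± 0.10 in WT (exact permutation p = 0.136). The higher calls were 4.54% of receptor probe sets and 3.75% of the others (odds ratio 1.22, Fisher's exact p = 0.171), and receptors were under-represented among lower calls (Fisher's exact p = 0.0048), in tests that count probe sets as independent, which those of receptors were not (estimated correlation 0.124). The change was positive for 65.9% of receptor probe sets and for 55.8% of the others, with median changes of 0.06 and 0.02. Per array, the mean receptor signal relative to the array's mean was -0.39 ± 0.10 in H2be-KO and -0.43 ± 0.08 in WT, a difference of 0.04 that was smaller than the spread between arrays (n = 6 each, exact permutation p = 0.487). It was 0.0077 without H2be-KO replicate 1, 0.024 without H2be-KO replicate 3 and 0.0084 without WT replicate 4. Camera gave an adjusted p of 0.104, and of 0.883 with an estimated correlation, and none of the receptors passed when adjusted over the list alone. The 125 class I receptors held 1 higher and 0 lower calls and the 948 class II receptors 49 and 8, with score differences of -0.04 (exact permutation p = 0.758) and 0.05 (exact permutation p = 0.411), and the classes were not tested against each other. The list follows the category that the study named on these samples, so its direction is not independent evidence.

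The markers of mature olfactory neurons differed little. Omp, the classical marker of these cells, read 12.90 ± 0.07 in both genotypes (n = 6 each, exact permutation p = 0.926), and Cnga2, a subunit of the cyclic nucleotide-gated channel, read 12.20 ± 0.10 in H2be-KO and 12.11 ± 0.11 in WT (n = 6 each, exact permutation p = 0.145). None of 22 probe sets for mature neurons was called, and the list score differed by -0.01 (exact permutation p = 0.792). Of 18 probe sets for immature neurons, 1 was higher, that of the growth cone gene Gap43, at 10.24 ± 0.20 against 9.99 ± 0.17 (n = 6 each, exact permutation p = 0.0455), with no shift of the list (camera adjusted p = 0.635). The H2be-KO allele carries a fluorescent reporter with a Gap43 membrane tag, and whether the Gap43 probes cover that part was not analysed here. Set against the mean score of 7 lists for other cell types, the mature neuron score was 0.03 higher in H2be-KO (exact permutation p = 0.807).

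Neuronal progenitor genes were shifted upwards by camera, with 1 of 11 probe sets called by limma (adjusted p = 0.0351, and adjusted p = 0.883 with an estimated correlation). The called gene was Gadd45g, expressed as neurons leave the cell cycle, at 7.43 ± 0.15 in H2be-KO and 7.13 ± 0.17 in WT (n = 6 each, exact permutation p = 0.0108). The Polycomb methyltransferase gene Ezh2, which limma did not call (p = 0.0549), read 9.64 ± 0.11 against 9.46 ± 0.14 (exact permutation p = 0.0281), and Neurod1 7.83 ± 0.34 against 7.52 ± 0.36 (exact permutation p = 0.139). The call ended when H2be-KO replicate 1, H2be-KO replicate 6, WT replicate 1, WT replicate 3 or WT replicate 4 was left out, with adjusted p of 0.105, 0.0880, 0.0551, 0.115 and 0.0505 in that order. It also ended on ranks (0.0512) and with the first residual component as a covariate (0.0919). Without both H2be-KO arrays with high Amelx the adjusted p was 0.200. Markers of horizontal basal cells, the reserve stem cells of the epithelium, were shifted downwards (camera adjusted p = 0.0059, and adjusted p = 0.883 with an estimated correlation). Only the integrin gene Itgb4 was called among 10 probe sets, and it fell by 0.26 (exact permutation p = 0.0325), while the keratin gene Krt14 read 8.62 ± 0.13 in H2be-KO and 8.87 ± 0.33 in WT (exact permutation p = 0.0779). This call ended without H2be-KO replicate 1 (adjusted p = 0.0564), WT replicate 3 (0.0563) or WT replicate 6 (0.0971), and with array weights (0.214). With the arrays taken as unpaired, the list score differed by 0.12 for progenitors (exact permutation p = 0.132) and by -0.18 for horizontal basal cells (exact permutation p = 0.238). Over the alternatives the former lay between 0.068 and 0.169. The latter lay between -0.26 and -0.084, the last with array weights, and was -0.11 without WT replicate 4. Sign choices within replicate numbers, chosen after seeing the data, gave an exact permutation p of 0.0312 for each list (adjusted p = 0.516). Progenitors were higher in 6 of 6 numbers and horizontal basal cells lower in 6 of 6, though the numbers were not treated as pairs.

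RNA processing genes, chiefly splicing factors and ribonucleoproteins, tended to lie above the other genes in H2be-KO. Of 209 probe sets, 11 were higher and 1 lower, and 81.3% had a positive change. Lsm3, a component of the spliceosomal core, had the smallest p, at 8.88 ± 0.14 in H2be-KO against 8.57 ± 0.23 in WT (n = 6 each, exact permutation p = 0.0216), followed by Rbm41 at 7.65 ± 0.08 against 7.32 ± 0.30 (exact permutation p = 0.0087) and Prpf38a at 9.01 ± 0.05 against 8.80 ± 0.17 (exact permutation p = 0.0087). Camera called the list (adjusted p = 6.2e-05, and adjusted p = 0.883 with an estimated correlation), yet the list score per array differed by 0.06 with an exact permutation p of 0.201, and by 0.03 without WT replicate 4. Respiratory chain genes were also shifted upwards, with 9 of 124 probe sets higher and 0 lower, among them the complex III assembly factor Uqcc2 at 7.33 ± 0.14 against 7.06 ± 0.12 (n = 6 each, exact permutation p = 0.0087) and the ATP synthase subunit gene Atp5l, with an exact permutation p of 0.0411 (camera adjusted p = 0.0059, and adjusted p = 0.883 with an estimated correlation). Of 218 ribosomal protein probe sets, 1 was higher and 1 lower, the former Rps9 at 10.74 ± 0.08 against 10.55 ± 0.15 (n = 6 each, exact permutation p = 0.0195) and the latter Rps3a1 at 9.25 ± 0.15 against 9.77 ± 0.53 (n = 6 each, exact permutation p = 0.0519). Camera called this list too (adjusted p = 0.0059, and adjusted p = 0.883 with an estimated correlation). These lists are bright, with mean WT scores of 1.23 for RNA processing, 1.68 for respiratory chain and 2.71 for ribosomal proteins. Their median changes were 0.090, 0.072 and 0.069, against 0.023 over all probe sets tested and 0.052 in the brightest 10%. Camera compared them with probe sets of all signal levels, so a trend with level was not separated from a shift of these genes. Per array, the list score differed by 0.05 for respiratory chain genes (exact permutation p = 0.106) and by 0.04 for ribosomal proteins (exact permutation p = 0.476). The former was 0.03 without WT replicate 5, and the latter 0.019 without H2be-KO replicate 3 or WT replicate 5, 0.022 without H2be-KO replicate 6, 0.014 without WT replicate 2 and 0.066 without WT replicate 6. With array weights the former was 0.061 (camera adjusted p = 0.0018) and the latter 0.073 (camera adjusted p = 4.2e-07). Quantile normalization of the deposited values ended the calls of respiratory chain (adjusted p = 0.0633) and ribosomal protein genes (adjusted p = 0.115). The former also ended without H2be-KO replicate 1 (0.0564) or WT replicate 5 (0.0963) and without both arrays with high Amelx (0.0944), and the latter without H2be-KO replicate 3 (0.103), H2be-KO replicate 6 (0.0880), WT replicate 2 (0.234) or WT replicate 5 (0.156) and with averaged probe sets per gene (0.0946).

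Developmental transcription factors and signalling genes lay below the other genes in H2be-KO. Of 244 probe sets, 11 were lower and 1 higher, and 26.6% had a positive change. Besides Dlx2, the members with the smallest p were the homeobox genes Nkx6-1, which fell by 0.35 (exact permutation p = 0.0087), and Lhx1, which fell by 0.28 (exact permutation p = 0.0195), and the POU factor Pou3f3, which fell by 0.42 from 6.43 ± 0.21 to 6.01 ± 0.26 (n = 6 each, exact permutation p = 0.0173). Camera called the list (adjusted p = 7.1e-07, and adjusted p = 0.883 with an estimated correlation), and the list score per array differed by -0.09 (exact permutation p = 0.0974). Both this list and RNA processing follow categories that the study named on these samples and are not independent evidence of direction. Of 33 lists tested, camera with its preset correlation called 7 and camera with an estimated correlation called 0.

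**Figure D2:**
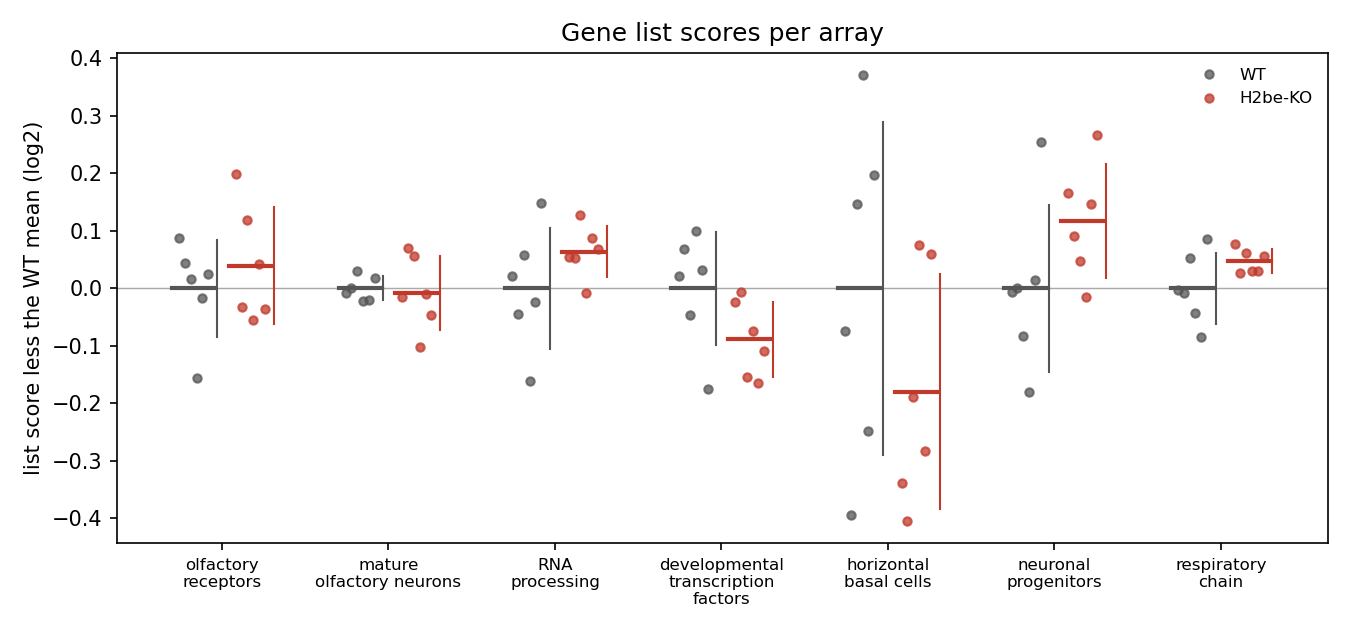
Score of 7 gene lists per array (mean log2 signal of the list less the array's mean), less the WT mean of that list, for WT (grey) and H2be-KO (red), with the mean as a thick bar and 1 SD as a thin bar. The genotypes overlap in every list shown, with differences between -0.18 for horizontal basal cells and 0.12 for neuronal progenitors.

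**Figure D3:**
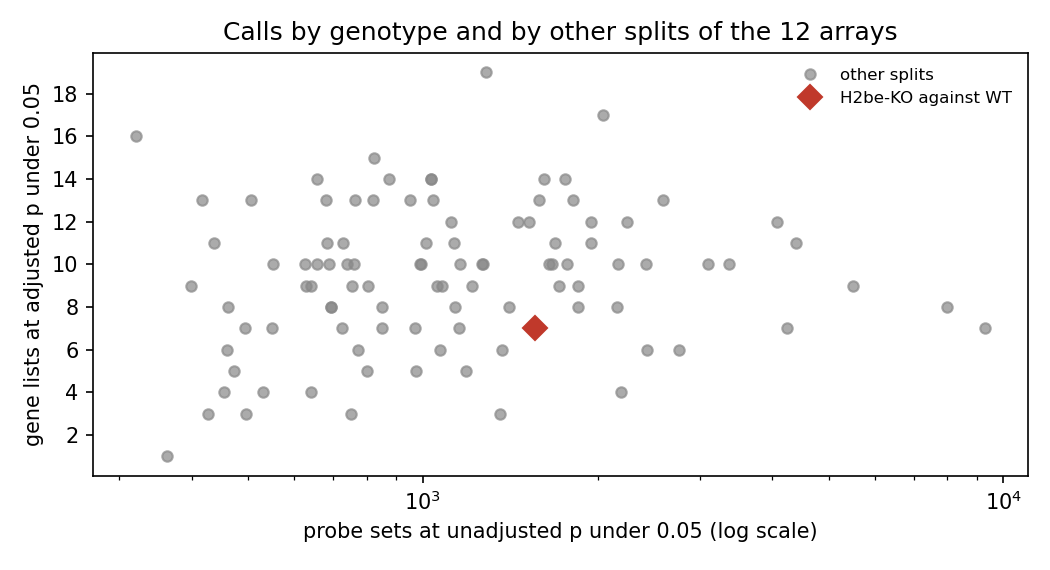
Probe sets at an unadjusted limma p under 0.05 (log scale) against gene lists at a camera adjusted p under 0.05, for H2be-KO against WT (red diamond) and for other random splits of the 12 arrays into groups of 6 (grey). The genotypes gave 1563 probe sets and 7 lists, where the other splits had medians of 1032 and 10.

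No other cell type list passed the camera threshold. Fibroblast and vessel markers held 2 higher calls among 12 probe sets, the pericyte gene Rgs5 at 11.50 ± 0.19 against 11.25 ± 0.08 (n = 6 each, exact permutation p = 0.0152) and the proteoglycan gene Lum (exact permutation p = 0.0087). The camera adjusted p was 0.263. Among 8 ensheathing glia markers, Fabp7 was 1.17-fold higher (exact permutation p = 0.0303), with a camera adjusted p of 0.437. Of 12 skeletal muscle probe sets, that of Acta1 was 1.21-fold higher (exact permutation p = 0.0195), and of 18 for proliferation, that of Top2a was 1.25-fold higher by limma (exact permutation p = 0.0801), with camera adjusted p of 0.776 and 0.183. Dlx2 was the single call among 13 probe sets for olfactory bulb neurons and oligodendrocytes, where it also passed adjusted over the list alone (camera adjusted p = 0.0890). Of 193 vomeronasal receptors, 8 were higher and 5 lower (camera adjusted p = 0.142). None of the probe sets for sustentacular cells (12), Bowman and nasal glands (16), respiratory ciliated cells (13), macrophages (16), lymphocytes (11), neutrophils (11), red blood cells (7), bone and cartilage (11), vomeronasal neurons (6) or trace amine receptors (14) was called.

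The study also stated in words that highly transcribed genes tended to rise in the absence of H2be. In the top 10% of probe sets by mean signal, 62 were higher and 13 lower, the median change was 0.05 and 70.0% of changes were positive, the highest share of any decile. Calls were the fewest of any decile in either direction, with 90 to 179 higher and 18 to 95 lower in the other 9. Higher calls outnumbered lower ones by far in the next decile too, with 90 against 18, and in the one below it, with 120 against 25. This is the direction that the study stated for highly transcribed genes. At mean signals of 6.09 to 6.65 the counts were closer, with 107 higher and 89 lower. The study described both directions for moderately transcribed genes. The most higher calls, 179, were in the dimmest decile, at mean signals of 6.09 or less, where 64 were lower, the median change was 0.04 and 57.7% of changes were positive. At mean signals of 6.65 to 7.08, the decile with the lowest share of positive changes, 100 were higher and 95 lower and 47.0% of changes were positive. Per array, the top 10% lay 3.23 ± 0.03 above the other probe sets in H2be-KO and 3.20 ± 0.08 above them in WT, a difference of 0.028 that was within the spread of the arrays (n = 6 each, exact permutation p = 0.457). It was 0.012 without WT replicate 2, 0.013 without WT replicate 4, 0.042 without WT replicate 3 and 0.052 without WT replicate 6.

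Finally, genes near the targeted locus were compared with all others, since a targeted allele can carry flanking sequence of another strain. Of 104 probe sets for the 50 measured genes on either side of H2be, 9 were higher and 4 lower, or 12.5% against 4.90% of other probe sets with 1 gene symbol (Fisher's exact p = 0.0018, over probe sets that are not independent). This odds ratio of 2.77 was matched in 3 of 100 random splits of the arrays, the genotypes included, and in 3 of the 32 splits that part every replicate number, a comparison chosen after the result was seen. Among those with the smallest p were Wars2, a mitochondrial tryptophanyl-tRNA synthetase, at 7.59 ± 0.14 against 7.23 ± 0.27 (n = 6 each, exact permutation p = 0.0195), H2bc18, and the RNA polymerase III subunit gene Polr3gl at 9.22 ± 0.10 against 8.99 ± 0.13 (n = 6 each, exact permutation p = 0.0087). The calls went both ways, and the mean of the flanking genes per array differed by -0.0084 (exact permutation p = 0.532, and camera p = 0.956). With single arrays left out, this difference lay between -0.016, without WT replicate 2, and -0.0015, without H2be-KO replicate 2. It changed sign in 3 of 25 alternatives, among them 0.0066 at means above log2 7 and 0.0027 with probe sets averaged by gene symbol.

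**Figure D4:**
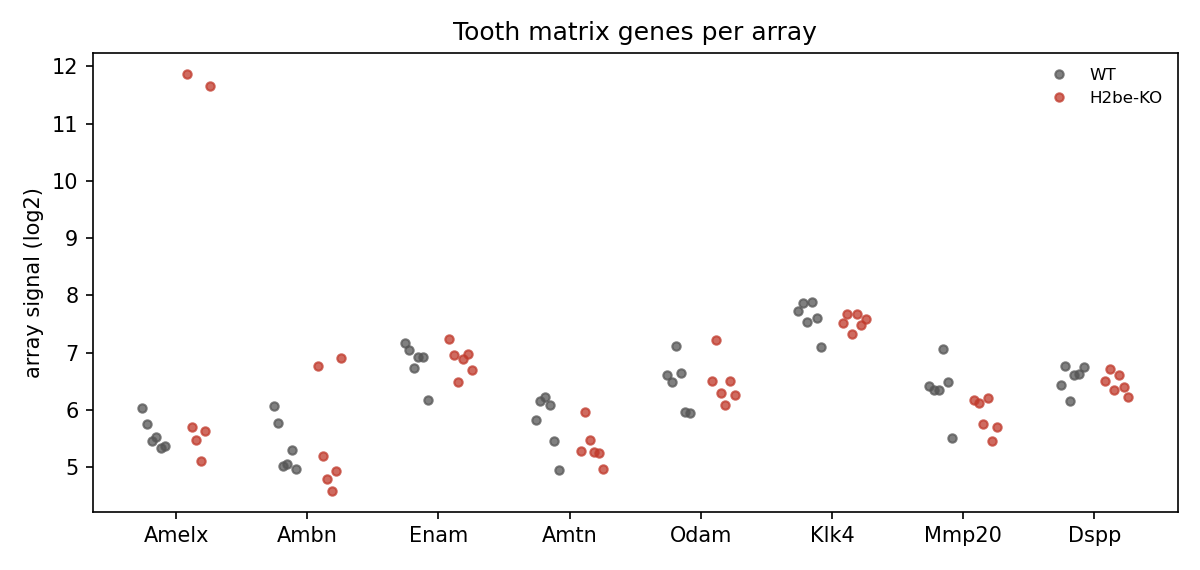
Signal (log2) of the 8 probe sets of the tooth list, 1 point per array, for WT (grey) and H2be-KO (red). Amelx read 11.66 and 11.87 in a pair of H2be-KO arrays and 5.11 to 6.03 in the other 10, and Ambn read 6.77 and 6.91 against at most 6.06.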

Values the study reported

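The study reported that approximately 6% of transcripts differed between H2be-KO and WT epithelium at 6 months at p<0.05, and that none of these passed correction over 28,064 probe sets. It described 6 samples per genotype with 2 animals in each.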

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

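The tests of shared probes, of strain sequence, of tooth tissue and of a probe fault below were chosen only after the results were seen, and the criterion for the correlation of the lower H2B members was also set after its value was known.

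In 10 of 120 groups of 6 values, 1 array lay far from the others, where chance gives about 1 in 20 groups. High values were 7.04 for Olfr1449 in WT replicate 2, 7.63 for Zfp873 in WT replicate 6, 7.12 for Vgll3 in WT replicate 4 and 8.26 for the dimmer Mark2 probe set, that of smallest p, in WT replicate 5. Abcb1b was low in H2be-KO replicate 2, at 6.03, and so was the score of Bowman and nasal glands in WT replicate 2, at 1.05. The score of red blood cells was high in H2be-KO replicate 5, at 2.92, that of H2A, H3, H4 and H1 histones in WT replicate 4, at 1.53, and in H2be-KO replicate 5, at 1.61, and that of the unfolded protein response in H2be-KO replicate 3, at 1.58.

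Among H2B genes, 4 members were lower and 3 higher in H2be-KO. Probes shared with the lost H2be transcript cannot raise a signal, so the 3 higher members argue against them there, and sequence of another strain near the target is argued against for the 3 lower members that lie outside the 100 genes on either side, though not for H2bc18. For the lower members shared probes stay open. Their mean ran against the H2be probe set over the 6 WT arrays (r = -0.844, exact permutation p = 0.0361, rho = -0.657 with exact permutation p = 0.175), the reverse of what sharing would give. The p adjusted over 3 correlations was 0.0542, and r was -0.257 without the 2 arrays farthest from the median. Over the 6 H2be-KO arrays their mean ran with that probe set (r = 0.908, exact permutation p = 0.0111, adjusted p = 0.0333, rho = 0.771 with exact permutation p = 0.103). The genotypes therefore gave opposite signs. The third correlation, of the higher members over the WT arrays, was 0.239 (exact permutation p = 0.614). With the raw p of the WT arrays alone as criterion, sharing would have been excluded. The H2be coding sequence is absent in H2be-KO, so the correlation over those arrays cannot come from sharing with it. That correlation therefore counts neither for nor against sharing. A response of other H2B genes to the loss of H2be may remain as a biological explanation and was not tested.

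Amelx, which encodes the main protein of forming enamel, stood at 11.87 and 11.66 in H2be-KO replicates 1 and 6 and at 6.03 or less in the other 10 arrays. Of 28944 probe sets, 2 exceeded all other arrays by over 0.5 in both, and the second was Ambn, another enamel gene. That search did not use the tooth list, and a fault confined to the Amelx probe set would not raise Ambn in the same arrays. Ambn was, however, the only other probe set raised. Both tests, 1 other member raised and a Fisher's exact p of 0.000242, restate this single probe set. The tooth list was also written after values of its members had been seen. Tooth tissue in the dissected samples and a fault of the Amelx probe set therefore cannot be told apart by these tests. The other 6 genes of the list were not raised above the other arrays in both, among them Enam, at 6.70 and 7.23 against up to 7.17. The study's labels give no reason for tooth tissue to differ by genotype, and no biological explanation was tested.

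Of the calls, 68.1% were higher in H2be-KO. In 24 of 100 random splits of the arrays the calls were as uneven, up to 83.4%, so chance could not be excluded. Among the 32 splits that part every replicate number, chosen after the results were seen, they were as uneven in 13, up to 81.5%. With each array centred on its median 58.5% were higher, between the bounds set beforehand, and after quantile normalization 43.8% were. Both scalings act on the balance of higher and lower calls themselves. These shares therefore cannot tell centring from a true excess of higher transcripts.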

How the results depend on the processing

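Leaving out both H2be-KO arrays with high Amelx, splitting receptors into classes and the list scores within replicate numbers were chosen after seeing the data, and the other alternatives were planned. The number at an adjusted p under 0.05 was 0 in limma under 24 alternatives, with 1065 higher and 498 lower at an unadjusted p under 0.05. The number higher was 2042 with the first residual component as a covariate, which is orthogonal to genotype by construction, 2694 with array weights and 624 with probe sets averaged by gene symbol, and 513 to 2265 with single arrays left out. The number lower was 964 after quantile normalization, 1214 with that component and 1405 with array weights, and 313 to 1552 with single arrays left out. The count of shifted lists was 0 with an estimated correlation and 4 to 12 without single arrays (4 without H2be-KO replicate 1, 12 without H2be-KO replicate 4 and 11 without WT replicate 2). Beyond fewer arrays or genes, the cause was not tested.

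The H2be difference was -0.29 to -0.19 with single arrays left out and -0.20 without both arrays with high Amelx, where its limma call ended, as it did without H2be-KO replicate 4, H2be-KO replicate 6 or WT replicate 3. The flanking genes changed sign, to 0.0066 at means above 7, 0.0027 averaged by symbol and 0.0017 with 20 genes on either side, and class I receptors had a mean difference of -0.043. Omp changed sign, to -0.0069 with centred arrays, -0.013 with array weights, -0.0045 without both arrays with high Amelx and between -0.020 and 0.019 without single arrays. Of 567 alternative values for 24 named genes, 559 kept direction and side of the threshold, 1 lost its call and 7 changed sign, all of Omp. Of 182 values for the 7 called lists, 150 kept both, 32 lost the call and 0 changed sign. The genes include the 10 higher and 10 lower with the smallest p in these same arrays, and the lists were chosen as called. That choice favoured the counts that kept both, so they are no independent evidence of robustness. The receptor difference of 0.040 kept its direction for all receptors, but was 0.0077 without H2be-KO replicate 1, 0.024 without H2be-KO replicate 3, 0.0084 without WT replicate 4, 0.0086 with array weights, 0.019 without both arrays with high Amelx and 0.063 without centring on the array's mean. That of the top 10% of probe sets, 0.028, kept its direction in all, at 0.012 to 0.052 without single arrays and 0.012 after quantile normalization.

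With the replicate number as a replicate block, 2039 probe sets were higher and 951 lower. The numbers were not treated as pairs, because the labels do not say what a number marks and the residual correlations of replicates 1 and 5, at 0.090 and 0.025, were under the 0.1 set beforehand. The other correlations, of 0.592, 0.393, 0.319 and 0.377, and the 8 of 12 arrays closest to their own number in the other genotype point to something shared by number. With sign choices within numbers, 2 of 33 list scores had an exact permutation p under 0.05, neuronal progenitors, higher in 6 of 6 numbers, and horizontal basal cells, lower in 6 of 6, each at 0.0312, the smallest that 64 choices allow, while that of H2B histones rose from 0.0238 to 0.0625, and 0 passed when adjusted over the lists (adjusted p = 0.516 for all 3). With the Y-linked mean as a covariate, which separated replicates 1 to 3 from 4 to 6 in both genotypes, 1025 probe sets were higher and 513 lower, 0 passed at an adjusted p under 0.05 in limma, 7 lists were shifted and the H2be difference was -0.24. Genes near a log2 signal of 5 lie near background, and small differences there are beyond these arrays.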

Other observations

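The counts over random splits of the arrays below were planned. The counts over splits that part every replicate number, the split of replicates 1 to 3 against 4 to 6 and the values of Clca1 and Muc5ac without single arrays were chosen after the results were seen, and Clca1 and Muc5ac were named after their values were seen.

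Among 35 apoptosis probe sets, 4 were lower and 0 higher in H2be-KO by limma, namely Bak1, a pore-forming effector of mitochondrial death, Trp73 (exact permutation p = 0.0411), the death receptor gene Fas (exact permutation p = 0.0238) and Diablo, with no shift of the list (camera adjusted p = 0.776). Diablo fell by 0.17 (exact permutation p = 0.0065) and Bak1 by 0.27 (exact permutation p = 0.0152). Of 22 activity-dependent genes, only Egr3 was called, and it fell by 0.19 (exact permutation p = 0.0152, camera adjusted p of the list = 0.247). Of 19 probe sets of the unfolded protein response, 0 were called (camera adjusted p = 0.924).

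Of 306 microRNA probe sets, 7 were higher and 1 lower, led by Mir16-1 at 7.43 ± 0.19 against 7.07 ± 0.15 (n = 6 each, exact permutation p = 0.0022, camera adjusted p of the list = 0.263). Of 62 small nucleolar RNA probe sets, 4 were higher and 0 lower (camera adjusted p = 0.142). Of 8 tooth probe sets, Mmp20 was lower by limma (exact permutation p = 0.0779, camera adjusted p of the list = 0.312). Clca1, a gene of mucous cells, read 5.92 ± 0.07 in H2be-KO and 7.34 ± 1.68 in WT (n = 6 each, exact permutation p = 0.0541, limma p = 0.0243). WT replicate 4 read 10.17, WT replicates 1 and 3 read 7.88 and 7.94, and WT replicates 2, 5 and 6 read 5.82, 5.90 and 6.33, against 5.82 to 6.02 in H2be-KO, and the difference of -1.42 was -0.85 without WT replicate 4. The exact permutation p was under 0.05 without WT replicate 2 (0.0108) or WT replicate 5 (0.0152). The mucin gene Muc5ac read 7.01 ± 2.68 and 8.67 ± 1.92 (exact permutation p = 0.255), and its difference of -1.66 was -0.92 without H2be-KO replicate 2. Probe sets without a gene symbol were 18.2% of those tested, 30.0% of those higher and 18.7% of those lower (Fisher's exact p = 1.5e-21 and p = 0.769, over probe sets that are not independent).

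Random splits of the 12 arrays into groups of 6 were drawn 100 times, the genotypes included, from the 462 possible. In the other splits neither group stands for H2be-KO, so direction has no meaning there, for receptors too. The larger of a split's higher and lower counts was therefore set against the real 1065, and the smaller against the real 498. The larger count was as high in 27 splits, up to 5190, and the smaller in 39, up to 4104. Chance could thus not be excluded for either count. The smallest adjusted p of 0.572 was matched in 30 splits, down to 0.00853. The 7 shifted lists were matched in 81, up to 19, and the 50 higher receptors in 50, up to 293, so chance could not be excluded for these either. For the calls among genes flanking H2be, the odds ratio of 2.77 was matched in 3 splits, with 3.51 the highest other, so by the criterion set beforehand chance could be excluded. Among the 32 splits that, like the genotypes, part the arrays of every replicate number it was also matched in 3, with 3.93 the highest other, so chance could not be excluded there. These criteria disagree, and the exclusion holds for the random splits alone. Among the same 32, the 1065 higher were matched in 4, up to 1150, the 498 lower in 3, up to 1071, the smallest adjusted p in 4, down to 0.0454, the 7 lists in 24, up to 13, and the 50 higher receptors in 3, up to 68. Chance could not be excluded for any of these, though the receptors and the counts were matched in smaller shares than among the random splits. The split of replicates 1 to 3 against 4 to 6, which a sex-linked signal follows, called 1629 probe sets, 43 of them at an adjusted p under 0.05 in limma, and 13 lists. With the Y-linked mean as a covariate, the genotypes differed in 1025 probe sets higher and 513 lower. Another split called 9294 probe sets, several times the real 1563, which points to a structure among the arrays that genotype does not follow.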
